A study of Homo sapiens with 6 samples.

How the data were processed

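K562 cells carrying CRISPR interference machinery were transduced with a pool of sgRNA vectors, sorted on day 3 and kept in culture for 2 days. Droplet libraries were made from this pool in 3 runs with 10x 3′ v2 chemistry, per the labels. Each run gave an expression library and a library of the barcodes that name the sgRNA. The numbers in the labels pair the expression and barcode libraries, and cells carry the same numbers. The pairing of targeting and control sums by library was checked: across genes, the deviation of a library from the mean of all libraries correlated at 0.252, 0.142 and 0.305 between perfectly matched and control sgRNAs of the same library. Reads were converted with bcl2fastq and counted with Cell Ranger 2.1.1 against hg38, per the submitters' processing notes. The expression values are raw counts of UMIs per gene and cell, as the authors deposited them. The identity table deposited with them gives, per cell, the named sgRNA, read and UMI counts of its barcode and their ratio (reads per UMI), and a call of the number of cells in the droplet. The growth phenotype and the relative activity of each sgRNA are scores computed by the authors from a separate growth screen. Relative activity is the growth phenotype divided by that of the perfectly matched sgRNA, per the file headers, and the scale of the growth phenotype is not given in the sources used here.

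The matrix holds 33694 genes and 23633 cell barcodes (8456, 7729 and 7448 in libraries 1, 2 and 3) with 756933275 UMIs. The identity table lists 23608 of them. Cells were used when the coverage flag was good and the droplet was called to hold 1 cell. Of the barcodes, 1269 failed the flag, none of them called as a single cell with an sgRNA name, 2745 were called to hold more than 1 cell and 7 single cells had no sgRNA name, which left 19587 cells (2110 with control sgRNAs, 17477 with targeting sgRNAs) and 614470902 UMIs. The 3 libraries are separate droplet runs of the same pool of cells, so p-values measure only the spread between these sums, not between independent cultures. UMIs were summed per sgRNA and library. An sgRNA was tested when it had at least 10 cells in every library, which left out GNB2L1_00 with 13, 7 and 8 cells. Genes with a pooled level of at least 3 CPM (UMIs scaled to a common total) were tested, 9481 in all, which hold 99.5% of the UMIs.

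Sums were fitted with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood F-test). Each target had 1 fit with all its sgRNAs and the 10 control sgRNAs, with terms for library and sgRNA, and contrasts of each sgRNA with the mean of the controls. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called changed, with the targeted gene left out of counts. The targeted gene was tested separately with adjustment over all targeting sgRNAs, against the controls and against the perfectly matched sgRNA. An sgRNA is intermediate when its level is below the controls and above the perfectly matched sgRNA in these tests. The residual level is the CPM of the target divided by that of all control cells of the same library, in percent, with the mean and SD over 3 libraries. Standard errors of log2 fold changes are from the same fits. Gene lists were tested with camera in limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, and with fry, adjusted over all lists and perfectly matched sgRNAs. A list needed at least 3 measured members. Each adjusted p printed for a list is from the preset correlation, and each such list also passed with an estimated correlation unless that p is given.

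The lists were ER unfolded protein response, ATF4 integrated stress response, cytosolic heat shock, mitochondrial chaperones and proteases, mitochondrially encoded transcripts, nuclear oxidative phosphorylation, glycolysis, large and small ribosomal subunit proteins, ribosome biogenesis, snoRNA host genes and erythroid, megakaryocyte, myeloid, lymphoid, and fibroblast and epithelial genes. Further lists were cholesterol synthesis, S phase, G2 and M phase, histone genes, p53 target genes, interferon response, proteasome subunits, tubulins, nucleotide synthesis, RNA polymerase II subunits, MAPK and STAT5 response, and lysosome and autophagy genes. They were written from general knowledge before the data were examined, as were the design, the tests and the rule for naming genes. By that rule the named genes are the targeted gene, up to 3 risen and 3 fallen genes per perfectly matched sgRNA with the largest change in the same direction in all 3 libraries, up to 4 called members with the largest change per passing list, and the 10 genes called up and the 10 called down for most perfectly matched sgRNAs. The tables hold these genes, also at the mismatched sgRNAs, and the text prints a part of them. The weakly expressed genes that the rule picks at the count floor, whose fold depends on the prior count, are not listed, and 2 further genes are not reported here. Genes outside the rule are said to be chosen after their values were seen.

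The relative response is the slope through the origin of an sgRNA's log2 fold changes on those of the perfectly matched sgRNA, over the genes called for the latter (at least 20). Each of both was compared with its own 5 control sgRNAs, and the slope was computed in each library. Similarity between targets is the Pearson correlation across genes with the same division of the controls. Order within series is the share of sgRNA pairs of 1 target that 2 measures order alike, with 100000 permutations of sgRNAs within targets. UMIs per cell were compared by an exact permutation of 1 sgRNA among the controls within each library. Spread between cells is the variance of the target's UMIs over cells thinned to 21000 UMIs, divided by that of a mixture of control and perfectly matched cells with the same mean, for intermediate sgRNAs with at least 2 target UMIs per thinned control cell (17 of 19). Genes that fell under a single sgRNA have a log2 fold change below −1 with an adjusted p under 0.001 there, and above −0.35 under every other sgRNA of the series. Protospacers were searched in exons of GENCODE 29, and sites of other genes in the first 500 bases of their transcripts. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

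The method was tested on simulated data with 200 changed genes. For an sgRNA with the cell numbers of GINS1_00 (40 cells), HSPA5_00 (75) and MTOR_00 (343), 1.5-fold changes were called for 29%, 30% and 75% of genes and 3-fold changes for 76%, 81% and 100%, with 3, 5 and 9 false calls. Simulated slopes of 0, 0.5 and 1 gave 0.0275, 0.480 and 0.926. In the data, slopes of perfectly matched sgRNAs in a library left out were 0.0596 to 0.760 over targets. The simulated values therefore do not bound the loss in the data. Alternatives chosen before the data were examined were DESeq2 1.42.0, RLE size factors, no filter on low counts, no replicate block (the library term left out), UMIs summed over libraries, each library left out, 10 cells per sgRNA and library, the coverage flag ignored, control parts exchanged, the 100 genes of smallest p, sgRNAs with at least 20 cells, an estimated correlation of lists, means in place of medians, a thinned depth of 10500 UMIs, and called genes only for similarity. Ignoring the coverage flag changed 0 cells. Chosen after seeing the data were 20 cells per sgRNA and library and slopes in held-out libraries, with and without division by the slope of the perfectly matched sgRNA there. GNB2L1_00, droplets with more than 1 cell and the growth phenotype at day 10 were not analysed here beyond the values given.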

Results

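Gene expression was measured in single K562 cells, a chronic myeloid leukaemia line, in which CRISPR interference (a catalytically dead Cas9 fused to a repressor domain) lowered 1 gene per cell. The sgRNAs form series: for each of 25 target genes 1 perfectly matched sgRNA and several sgRNAs with 1 mismatch, 128 targeting sgRNAs in all, together with 10 non-targeting control sgRNAs. The question is whether mismatched sgRNAs give graded target levels and graded responses. Transduced cells were sorted on day 3 and then kept in culture for 2 days. One pool of cells was run as 3 droplet libraries, each with an expression library and an sgRNA barcode library. Libraries 1, 2 and 3 held 6963, 6441 and 6183 cells with 1 named sgRNA, 195689534, 217084979 and 201696389 UMIs, and medians of 28437, 33314 and 32226 UMIs per cell. Each sgRNA had between 7 and 182 cells per library (median 41). The summed profiles that entered the tests held between 141594 and 5677987 UMIs (median 1310980). GNB2L1_00 had too few cells and was left out of the tests, so 127 targeting sgRNAs, 24 of them perfectly matched, are compared. Values after ± are SDs over the 3 libraries for levels and ratios (n = 3) and standard errors for log2 fold changes.

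Of the 25 perfectly matched protospacers, 21 were found in annotated exons of their target (GENCODE 29, hg38), 19 of them in exon 1. In the 5′ UTR of exon 1 lay those of ALDOA (ENSG00000149925, chromosome 16, 30065822 to 30065841), BCR (ENSG00000186716, chromosome 22, 23180909 to 23180928), CAD (ENSG00000084774, chromosome 2, 27217416 to 27217435), DBR1 (ENSG00000138231, chromosome 3, 138174906 to 138174925) and DUT (ENSG00000128951, chromosome 15, 48332218 to 48332237). In the same part lay EIF2S1 (ENSG00000134001, chromosome 14, 67360342 to 67360361), GATA1 (ENSG00000102145, chromosome X, 48786593 to 48786612), GNB2L1 (ENSG00000204628, chromosome 5, 181243877 to 181243896), HSPA9 (ENSG00000113013, chromosome 5, 138575369 to 138575388) and HSPE1 (ENSG00000115541, chromosome 2, 197500369 to 197500388). So did RAN (ENSG00000132341, chromosome 12, 130871897 to 130871916), RPL9 (ENSG00000163682, chromosome 4, 39458867 to 39458886), RPS15 (ENSG00000115268, chromosome 19, 1438393 to 1438412), SEC61A1 (ENSG00000058262, chromosome 3, 128052431 to 128052450) and TUBB (ENSG00000196230, chromosome 6, 30720353 to 30720372). In the 5′ UTR of exon 1 or exon 2, depending on the transcript, lay POLR1D (ENSG00000186184, chromosome 13, 27621883 to 27621902) and POLR2H (ENSG00000163882, chromosome 3, 184363467 to 184363486). In the coding sequence of exon 1 lay CDC23 (ENSG00000094880, chromosome 5, 138213277 to 138213296) and COX11 (ENSG00000166260, chromosome 17, 54968620 to 54968639). In exon 1 of a transcript with no annotated coding sequence lay RPS14 (ENSG00000164587, chromosome 5, 150449679 to 150449698) and RPS18 (ENSG00000231500, chromosome 6, 33272144 to 33272163). The sites for ATP5E, GINS1, HSPA5 and MTOR were not found in the annotated exons, and sequence upstream was not searched. Position 1 of the sgRNA, which is often set to G for transcription, equalled the genomic base in 10 of the 21.

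All 24 perfectly matched sgRNAs lowered the gene they target. The median residual level was 25% of the control sgRNAs, from 18.9% ± 16.8 for COX11, a cytochrome c oxidase assembly factor, to 68.3% ± 8.38 for RAN, the GTPase of nuclear transport. Abundant and scarce transcripts fell: RPS18, a protein of the small ribosomal subunit at 13879 CPM (UMIs scaled to a common total) in controls, fell to 29.1% ± 19.4, and GINS1, part of the replicative helicase at 11.1 CPM, to 26.9% ± 24.9. HSPA5, the main chaperone of the endoplasmic reticulum (ER), stayed at 66.3% ± 27.7. Adjusted p-values (edgeR) lay between 5.5e-32 and 0.0028. The libraries differed: the median residual level over these sgRNAs was 19.6% in library 1, 11.9% in library 2 and 46.9% in library 3, and library 3 gave the highest value for 23 of 24 perfectly matched sgRNAs and for 114 of all 127. Without library 3 the median was 15.7%, and 16 of 24 levels were lower by over 1.5 times, such as 9.15% for POLR1D_00 (with all libraries 20.9%), 9.29% for DUT_00 (19.7%), 9.30% for COX11_00 and 15.1% for RPL9_00 (24.5%). Mitochondrially encoded transcripts under HSPA9_00, as an example of other genes, had medians of −0.85, −0.79 and −0.35.

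**Figure D1:**
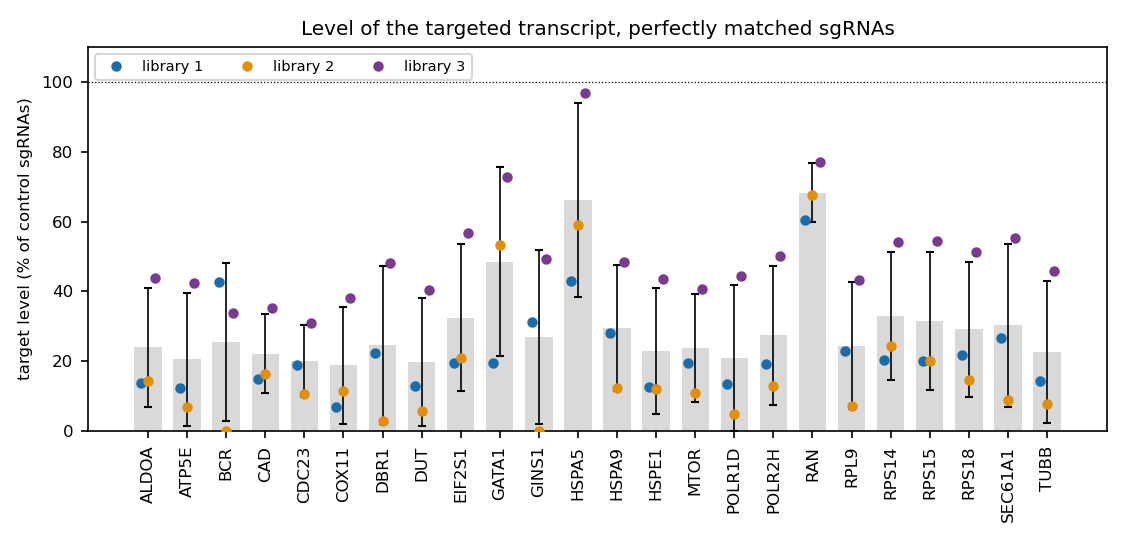
Residual level of the targeted transcript (percent of the control sgRNAs, vertical axis) under each perfectly matched sgRNA (horizontal axis), 1 point per library and the mean with its SD. Library 3 lies above libraries 1 and 2 for 23 of 24 sgRNAs, and RAN and HSPA5 have the highest means, 68.3% and 66.3%.

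Mismatched sgRNAs gave levels from 10.8% to 117% of control, with a median of 34.2%. Without library 3 the median was 22%, and 43 of 103 levels were lower by over 1.5 times. Of 103, 93 lowered their target, and 10 did not pass the test. Of these, 6 lay near control, RPS15_01 at 89.7% ± 2.73, RPS15_12 at 95.6% ± 4.49, ALDOA_13 at 101% ± 1.27, EIF2S1_07 at 94.4% ± 14.8, GATA1_12 at 87.4% ± 11.2 and MTOR_10 at 117% ± 13. The other 4, against scarce transcripts, lay lower with 7 to 18 target UMIs: BCR_07 at 50.2% ± 15.9, BCR_13 at 62.0% ± 70.6, BCR_15 at 64.4% ± 4.33 and DBR1_08 at 71.7% ± 47.3. For 19 mismatched sgRNAs of 12 targets, the level lay both below the controls and above the perfectly matched sgRNA. RPS14 had 3 of them, at 46.0%, 51.6% and 73.7%, against 33.0% for RPS14_00. RPS18_08 and RPS18_04 left 42.1% and 52.0%, against 29.1% for RPS18_00. HSPA9, the mitochondrial HSP70 chaperone, was at 29.6%, 47.0% and 63.0% under HSPA9_00, HSPA9_08 and HSPA9_04. By library, RPL9_07 left 40.2, 44.9 and 61.6% of RPL9 in libraries 1, 2 and 3, against 22.9, 7.27 and 43.3% under RPL9_00. Adjusted p-values (edgeR) for the difference from the perfectly matched sgRNA were 3.0e-14 for RPS14_08, 3.0e-08 for RPS18_04, 2.6e-06 for HSPA9_04 and 4.7e-08 for RPL9_07. With UMIs summed over the libraries 41 sgRNAs met the same rule, and without library 1, 2 or 3 15, 14 and 38 did.

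Target levels followed the growth phenotypes that the authors deposited for the same sgRNAs. Among within-target pairs of sgRNAs, 216 of 261 (82.8%) had the lower target level with the stronger growth phenotype at day 5, where chance gives 50% (permutation p = 1e-05, the smallest they can give, two-sided, and the same after adjustment over 4 relations). Within libraries 1, 2 and 3 the share was 76.9%, 76.9% and 76.6%. For RPS15, RPS15_07 left 34.3% at a relative activity of 0.840, whereas RPS15_12 left 95.6% at −0.0501, where 1 is the perfectly matched sgRNA. RAN_12 kept 87.9% of RAN at a relative activity of 0.236. In the opposite direction, COX11_10 left 18.9% of COX11 at 0.687. The position of the mismatch, counted from 1 at the 5′ end of the sgRNA so that 20 lies next to the PAM, went with the level too. In 123 of 154 pairs (79.9%) the mismatch nearer the PAM left more target transcript (permutation p = 1e-05, the smallest they can give), and the share was 77.3%, 69.5% and 70.1% in libraries 1, 2 and 3. Mismatches 1 to 8 bases from the PAM left a median of 37.6% (26 sgRNAs, median relative activity 0.306), those at 9 to 14 bases 34.0% (60 sgRNAs, 0.751) and those at 15 to 20 bases 29.2% (17 sgRNAs, 0.916). Examples are GATA1_12 (C18G) with 87.4%, GATA1_08 (G9T) with 59.3% and GATA1_03 (A4C) with 40.3%. In the opposite direction, GATA1_04 (G9A) left 25.1%, less than GATA1_03, and the perfectly matched GATA1_00 left 48.6%, more than either. The sgRNAs had been selected, so these values describe this set only.

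**Figure D2:**
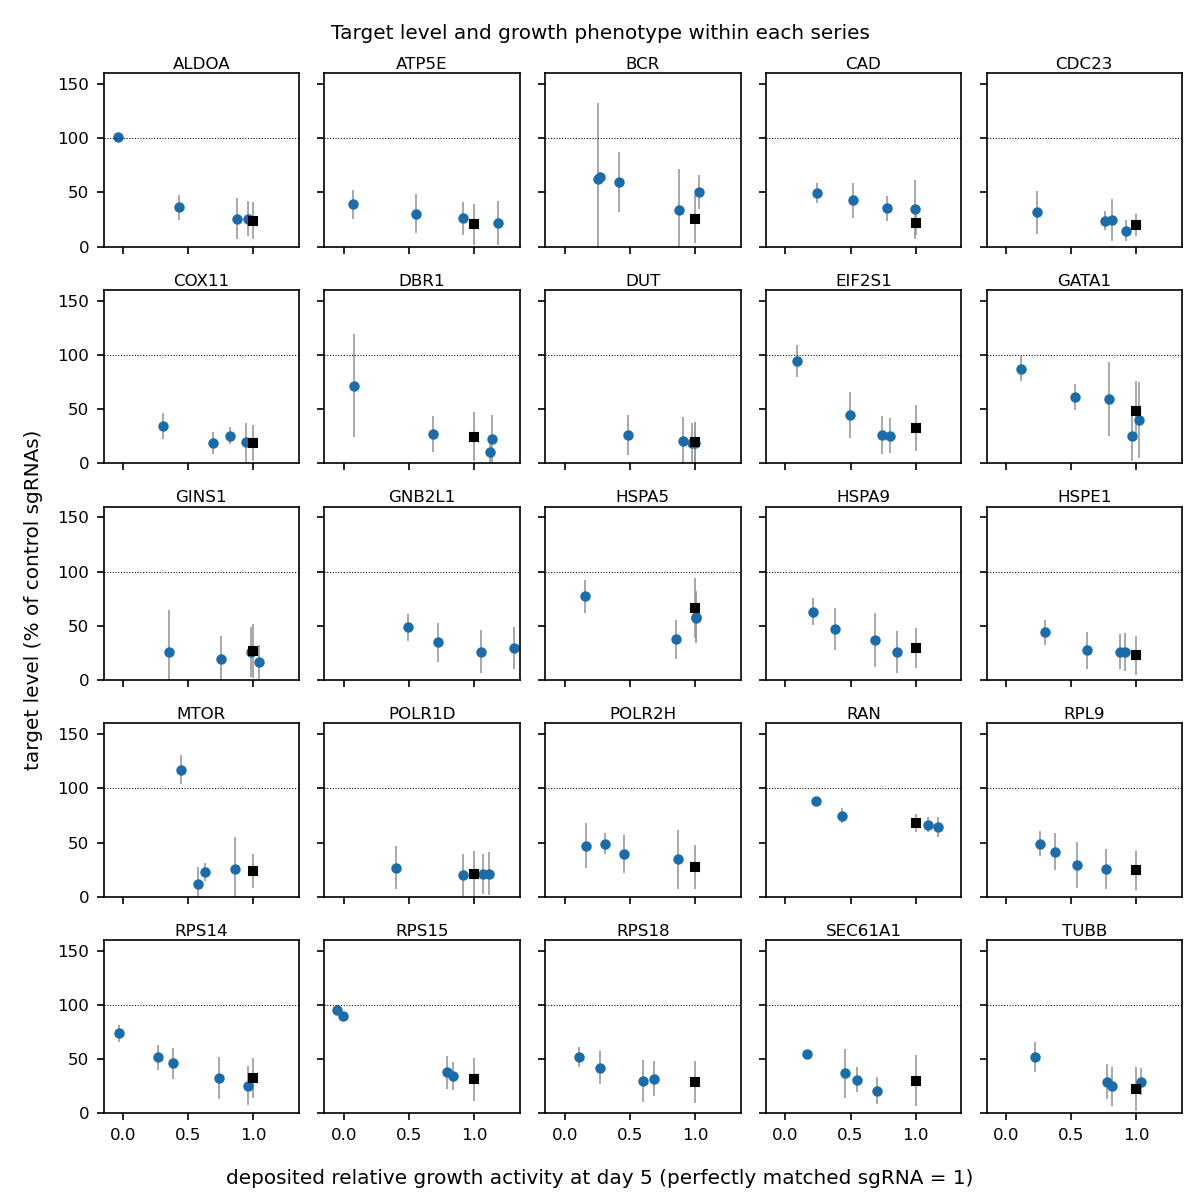
Residual target level (percent of control, vertical axis, bars are SDs over 3 libraries) against the deposited relative growth activity at day 5 (horizontal axis, 1 is the perfectly matched sgRNA) for the sgRNAs of each target. In 82.8% of within-target pairs the sgRNA with the stronger growth phenotype had the lower level.

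Repression of HSPA5, EIF2S1 or the mitochondrial chaperone genes HSPA9 and HSPE1 raised stress genes. Under HSPA5_00, 991 genes rose and 736 fell. All 21 measured genes of the ER unfolded protein response rose (21 adjusted over the list alone), among them DERL3 (4.12 ± 0.16), HERPUD1 (3.82 ± 0.12) and DNAJB9 (3.59 ± 0.17), which act in ER-associated degradation or folding. Their median log2 fold change was 2.56 (2.52, 2.89 and 2.22 in libraries 1, 2 and 3, adjusted p = 7.6e-55). In the same cells 23 of 26 genes of the ATF4 integrated stress response rose (24 adjusted over the list alone), led by DDIT3, which encodes the transcription factor CHOP (3.86 ± 0.15), with a median log2 fold change of 1.08 (1.09, 1.39 and 0.83 in libraries 1, 2 and 3, adjusted p = 1.2e-26). WIPI1, an autophagy protein, rose by 3.15 ± 0.22.

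With EIF2S1 repressed, which encodes the alpha subunit of translation initiation factor eIF2, 1261 genes rose and 1230 fell. Of the ATF4 genes, 25 of 26 rose (25 adjusted over the list alone): DDIT4, an inhibitor of mTORC1 signalling, by 3.78 ± 0.16, DDIT3 by 3.15 ± 0.14 and the serine synthesis gene PHGDH by 2.97 ± 0.14. Their median log2 fold change was 1.45 (1.58, 1.63 and 1.20 in libraries 1, 2 and 3, adjusted p = 6.5e-38). All 13 mitochondrially encoded transcripts fell (13 adjusted over the list alone), by a median log2 fold change of −0.42 (−0.44, −0.53 and −0.28 in libraries 1, 2 and 3, adjusted p = 6.4e-20). 16 of 26 erythroid genes fell (17 adjusted over the list alone), with the embryonic globin HBZ at −1.83 ± 0.20 and a median log2 fold change of −0.50 (−0.74, −0.61 and −0.36 in libraries 1, 2 and 3, adjusted p = 5.8e-11).

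HSPA9_00 changed 1952 genes and HSPE1_00, against the mitochondrial HSP10 co-chaperonin, 718. Again 25 of 26 ATF4 genes rose under HSPA9_00 (25 adjusted over the list alone), with DDIT4 at 3.64 ± 0.16 and TRIB3 at 2.72 ± 0.11 and a median log2 fold change of 1.31 (1.58, 1.52 and 0.97 in libraries 1, 2 and 3, adjusted p = 5.4e-37). Under HSPE1_00 22 of 26 rose (23 adjusted over the list alone), with DDIT4 at 3.02 ± 0.13 and a median log2 fold change of 0.72 (0.71, 0.86 and 0.59 in libraries 1, 2 and 3, adjusted p = 3.8e-58). HSPA9_00 lowered all 13 mitochondrially encoded transcripts (13 adjusted over the list alone), with MT-ATP6 at −0.92 ± 0.05 and a median log2 fold change of −0.65 (−0.85, −0.79 and −0.35 in libraries 1, 2 and 3, adjusted p = 5.2e-24). It also lowered 12 of 20 cholesterol synthesis genes (15 adjusted over the list alone), among them LSS (−1.29 ± 0.28) and HMGCS1 (−1.05 ± 0.18), with a median log2 fold change of −0.73 (−0.67, −0.81 and −0.46 in libraries 1, 2 and 3, adjusted p = 8.3e-09). Cytosolic heat shock genes fell under both, 13 of 15 and 9 of 15 members (14 and 13 adjusted over the list alone), with medians of −0.42 (adjusted p = 5.4e-09) and −0.28 (adjusted p = 1.4e-11).

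ATF4 genes also rose with ATP5E, a subunit of the mitochondrial ATP synthase, where 196 genes rose and 73 fell, and with SEC61A1, the channel through which proteins enter the ER, where 983 genes rose and 834 fell. Under ATP5E_00 19 of 26 ATF4 genes rose (21 adjusted over the list alone), with DDIT4 at 1.71 ± 0.18, PHGDH at 1.57 ± 0.12 and ASNS at 1.31 ± 0.12, and a median log2 fold change of 0.46 (0.64, 0.50 and 0.24 in libraries 1, 2 and 3, adjusted p = 1.8e-41). ATP5EP2 fell by 1.93 ± 0.21, but it is a copy of ATP5E, so its UMIs may be ATP5E reads. SEC61A1_00 raised 13 of 26 ATF4 genes (18 adjusted over the list alone), with the amino acid transporter chain SLC3A2 at 2.33 ± 0.08 and a median log2 fold change of 0.30 (0.18, 0.48 and 0.30 in libraries 1, 2 and 3, adjusted p = 2.2e-10). The count for HSPA5_00 was 1330, 983 and 1500 without library 1, 2 or 3, 1541, 1722 and 2283 for EIF2S1_00, 1125, 1253 and 1946 for HSPA9_00, 424, 370 and 580 for HSPE1_00, 119, 107 and 231 for ATP5E_00 and 1353, 963 and 1643 for SEC61A1_00, and 159 genes were called for ATP5E_00 with the library term left out.

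Repression of ribosomal protein genes lowered transcripts of the other ribosomal proteins. RPS14_00, RPS15_00 and RPS18_00, against proteins of the small subunit, changed 2246, 1035 and 1332 genes. Each lowered all 46 large subunit transcripts and all 31 other measured small subunit transcripts, over all genes and adjusted over the list alone. The large subunit list had medians of −0.57, −0.54 and −0.60, with RPL3 at −1.05 ± 0.06, −1.01 ± 0.06 and −1.16 ± 0.07. For RPS14_00 its medians by library were −0.74, −0.58 and −0.42 (adjusted p = 9.8e-140). The small subunit list had medians of −0.60, −0.54 and −0.59 (RPS14_00, adjusted p = 3.8e-101). DDIT3 rose under all 3, by 1.51 ± 0.12, 1.42 ± 0.16 and 1.77 ± 0.15, and SNHG7, a snoRNA host gene, by 1.44 ± 0.07 and 1.35 ± 0.09 under RPS14_00 and RPS15_00. Ribosomal protein genes have many processed copies, so single members are uncertain.

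RPL9_00, against a large subunit protein, changed the most genes of any perfectly matched sgRNA, 3526, of which 1776 genes rose and 1750 fell. It also had the most with 10 cells per sgRNA and library, 1294, and the most UMIs per cell (120.2% of control). 43 of 45 large and 29 of 32 small subunit transcripts fell (43 and 30 adjusted over the list alone). All 13 mitochondrially encoded transcripts fell (13 adjusted over the list alone), with MT-ATP6 at −1.27 ± 0.05 and a median log2 fold change of −0.98 (−1.01, −1.14 and −0.72 in libraries 1, 2 and 3, adjusted p = 9.4e-41). 19 of 20 cholesterol synthesis genes fell (19 adjusted over the list alone), such as INSIG1, which restrains sterol synthesis (−1.66 ± 0.18), with a median log2 fold change of −0.82 (−0.84, −1.10 and −0.53 in libraries 1, 2 and 3, adjusted p = 2.3e-15). DDIT3 rose by 2.33 ± 0.12, while XBP1, a transcription factor of the unfolded protein response, fell by 0.84 ± 0.14.

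POLR1D, a subunit shared by RNA polymerases I and III, gave 1426 changed genes. 45 of 46 large subunit transcripts fell (45 adjusted over the list alone), with RPL3 at −1.06 ± 0.06 and a median log2 fold change of −0.32 (−0.37, −0.33 and −0.21 in libraries 1, 2 and 3, adjusted p = 2.6e-119). The erythroid list moved the other way, with 18 of 26 risen (19 adjusted over the list alone), HBZ at 1.23 ± 0.11 and a median log2 fold change of 0.52 (0.64, 0.63 and 0.15 in libraries 1, 2 and 3, adjusted p = 9.7e-18). For GNB2L1 (RACK1), a protein of the small ribosomal subunit, only mismatched sgRNAs could be compared with controls. GNB2L1_08 left 26.3% ± 19.7 of the transcript and changed 2514 genes, GNB2L1_07 29.7% ± 19.2 and 709, GNB2L1_13 35.0% ± 18 and 544, and GNB2L1_02 48.5% ± 12.6 and 63. They had 509, 123, 113 and 98 cells, and with 10 cells per library 249, 100, 86 and 1 genes were called. ALB and JUN, each chosen after its values were seen, rose by 2.02 ± 0.30 and 1.04 ± 0.13 under GNB2L1_08. ALB did not follow the level of GNB2L1: it was at −0.82 ± 1.01 under GNB2L1_07, 1.08 ± 0.70 under GNB2L1_13 and 2.48 ± 0.53 under GNB2L1_02, called for the last only. JUN was at 1.05 ± 0.23, 0.73 ± 0.26 and −0.38 ± 0.35 under these, called for GNB2L1_07 only. Without library 1, 2 or 3 the counts were 2893, 2218 and 3040 for RPL9_00, 1278, 1702 and 1990 for RPS14_00, 571, 587 and 981 for RPS15_00, 931, 620 and 1213 for RPS18_00 and 756, 841 and 1339 for POLR1D_00.

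**Figure D3:**
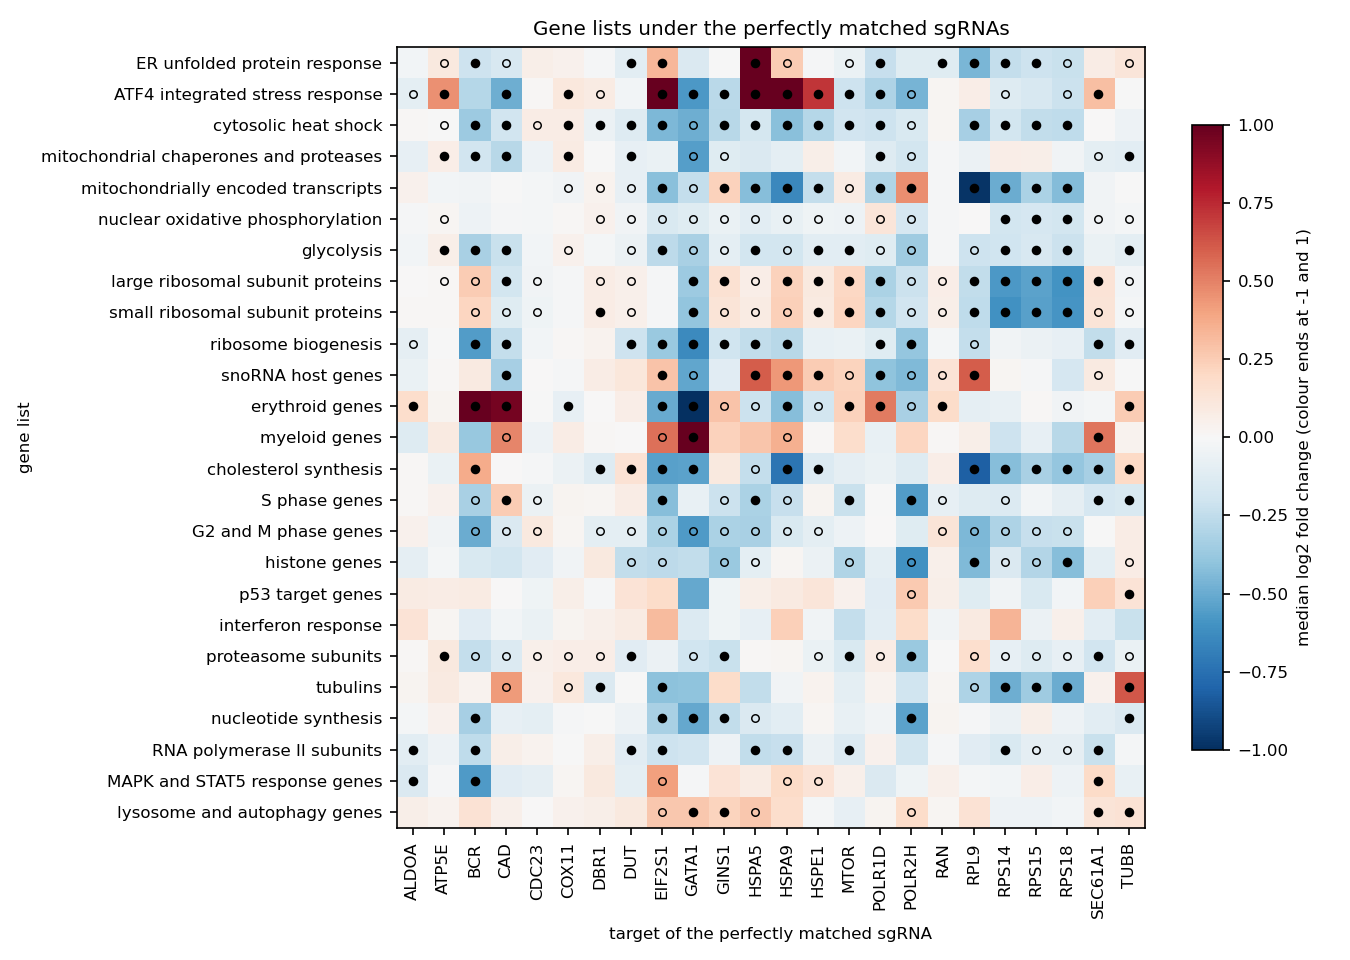
Median log2 fold change of the measured members of each gene list (vertical axis) under each perfectly matched sgRNA (horizontal axis), as a colour scale centred on 0. Values run from −1.02 for erythroid genes under GATA1_00 to 2.56 for genes of the ER unfolded protein response under HSPA5_00.

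Repression of BCR, whose promoter drives the BCR-ABL1 kinase gene of K562, raised red cell genes. BCR_00 changed 2547 genes. 25 of 26 erythroid genes rose (26 adjusted over the list alone), among them ALAS2, the entry enzyme of haem synthesis in red cells (5.36 ± 0.12), HBZ (4.34 ± 0.10) and the mitochondrial iron importer SLC25A37 (3.43 ± 0.08). Their median log2 fold change was 1.64 (1.82, 1.48 and 1.40 in libraries 1, 2 and 3, adjusted p = 1.5e-38). Targets of MAPK and STAT5 signalling fell, 9 of 17 of the list (10 adjusted over the list alone), with the transcription factors ETV4 and ETV5 at −1.19 ± 0.23 and −1.15 ± 0.25, the kinase gene PIM2 at −0.83 ± 0.16 and a median log2 fold change of −0.57 (−0.67, −0.47 and −0.37 in libraries 1, 2 and 3, adjusted p = 2.1e-05). Ribosome biogenesis genes fell (18 of 27, 20 adjusted over the list alone), with NOP2 at −1.26 ± 0.27 and a median log2 fold change of −0.56 (−0.65, −0.55 and −0.44 in libraries 1, 2 and 3, adjusted p = 4.2e-12). BCR itself was scarce, at 5.83 CPM in controls, so its level under BCR_00, 25.5% ± 22.5, is poorly known.

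GATA1, the master transcription factor of red cells, gave the opposite picture. Under GATA1_00, with 39 cells and 40.4% ± 2.64 of the median UMIs of control cells, 488 genes rose and 672 fell. 12 of 26 erythroid genes fell (15 adjusted over the list alone), with KLF1, a red cell transcription factor, at −1.83 ± 0.35, the myosin chain MYL4 at −1.51 ± 0.20 and a median log2 fold change of −1.02 (−1.34, −1.17 and −0.57 in libraries 1, 2 and 3, adjusted p = 3.0e-07). Myeloid genes rose, 4 of 7 (4 adjusted over the list alone): the adaptor TYROBP by 5.84 ± 0.22, lysozyme (LYZ) by 3.14 ± 0.48 and the transcription factor SPI1 by 1.68 ± 0.30, with a median log2 fold change of 1.51 (0.88, 1.96 and 1.69 in libraries 1, 2 and 3, adjusted p = 1.6e-04). LTB, a lymphotoxin, rose by 6.31 ± 0.35. HBA1 and HBA2 share nearly all of their sequence, as do HBG1 and HBG2, so each pair is uncertain as to its members.

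CAD_00, against the enzyme that starts pyrimidine synthesis, changed 1962 genes. 23 of 26 erythroid genes rose (24 adjusted over the list alone), with HBA2 at 2.67 ± 0.22, ALAS2 at 2.31 ± 0.15 and a median log2 fold change of 0.96 (0.96, 1.14 and 0.61 in libraries 1, 2 and 3, adjusted p = 1.7e-34). S phase genes rose, 16 of 35 (19 adjusted over the list alone), with the ribonucleotide reductase subunit RRM2 at 1.01 ± 0.09 and a median log2 fold change of 0.25 (0.34, 0.21 and 0.18 in libraries 1, 2 and 3, adjusted p = 2.6e-05). 16 of 26 ATF4 genes fell (17 adjusted over the list alone), with ASNS at −1.29 ± 0.23 and a median log2 fold change of −0.49 (−0.53, −0.48 and −0.39 in libraries 1, 2 and 3, adjusted p = 1.4e-07). MTOR, the kinase that couples nutrients to growth, gave 1756 changed genes. Ribosomal protein transcripts rose, 44 of 46 of the large (46 adjusted over the list alone) and 31 of 32 of the small subunit (31 adjusted over the list alone), with RPL3 at 0.48 ± 0.03. The large subunit list had a median log2 fold change of 0.21 (0.22, 0.23 and 0.17 in libraries 1, 2 and 3, adjusted p = 1.1e-102), and the small subunit list 0.21 (adjusted p = 1.5e-68). 11 of 26 erythroid genes rose (15 adjusted over the list alone), with ALAS2 at 1.60 ± 0.10 and a median log2 fold change of 0.23 (0.26, 0.37 and 0.07 in libraries 1, 2 and 3, adjusted p = 8.1e-09). Without library 1, 2 or 3 the counts were 1279, 1255 and 1715 for CAD_00, 675, 809 and 863 for GATA1_00 and 1086, 1074 and 1508 for MTOR_00.

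POLR2H, a subunit shared by the nuclear RNA polymerases, gave 1980 changed genes. Mitochondrially encoded transcripts, which another polymerase makes, rose, 10 of 13 (11 adjusted over the list alone), with MT-CYB at 0.71 ± 0.03 and a median log2 fold change of 0.47 (0.51, 0.55 and 0.34 in libraries 1, 2 and 3, adjusted p = 8.7e-16). POLR2H_00 cells had 42.7% ± 1.02 of the median UMIs of control cells, and fold changes are relative to all other transcripts, so the rise is not one in UMIs per cell. Nucleotide synthesis genes fell, 10 of 19 (12 adjusted over the list alone), with CTP synthase (CTPS1) at −1.07 ± 0.20 and a median log2 fold change of −0.54 (−0.60, −0.53 and −0.45 in libraries 1, 2 and 3, adjusted p = 6.0e-06). BTG2, a p53 target that slows the cell cycle, rose by 2.23 ± 0.36. GINS1_00 raised mitochondrially encoded transcripts too, in cells with 116% ± 10.7 of the median UMIs, 10 of 13 (11 adjusted over the list alone), with a median log2 fold change of 0.23 (0.28, 0.28 and 0.08 in libraries 1, 2 and 3, adjusted p = 2.2e-15), and lowered the proliferation marker MKI67 by 0.84 ± 0.17 among 544 changed genes. DUT_00, against the enzyme that removes dUTP, changed 884 genes. Ribosome biogenesis genes fell, 15 of 27 (16 adjusted over the list alone), with RRP9 at −0.50 ± 0.07 and a median log2 fold change of −0.21 (−0.15, −0.30 and −0.19 in libraries 1, 2 and 3, adjusted p = 1.6e-14).

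DBR1, which opens intron lariats, gave 866 changed genes, of which 626 genes rose and 240 fell. DDIT4 rose by 1.32 ± 0.17 and the stress cytokine GDF15 by 1.18 ± 0.17. Of the falls, SLC25A40, a mitochondrial carrier, had −1.48 ± 0.31. DBR1_01 and DBR1_07, which left 10.8% and 22.5% of DBR1, raised DDIT4 too, by 0.76 ± 0.24 and 0.96 ± 0.22. GDF15 (0.11 ± 0.28 and 0.65 ± 0.24) and SLC25A40 (−0.43 ± 0.34 and −0.13 ± 0.30) were not called under them. Under DBR1_08, which left 71.7%, GDF15 was at 1.16 ± 0.27 and not called. The changes of GDF15 and SLC25A40 are thus not tied to the DBR1 level. CDC23, a subunit of the anaphase-promoting complex, gave 213. CCNB1, a mitotic cyclin that this complex marks for degradation, rose by 0.69 ± 0.11, and GTF3C6, a subunit of transcription factor TFIIIC, fell by 2.07 ± 0.14. GTF3C6 fell about as far under CDC23_02, CDC23_04 and CDC23_08. It was at −0.03 ± 0.07 under CDC23_11, which left 31.8% of CDC23. Its fall is thus not graded with the CDC23 level, and sites of these sgRNAs in GTF3C6 were not examined. TUBB_00, against a beta tubulin, changed 254 genes. Other tubulins rose, 7 of 10 (8 adjusted over the list alone), with TUBA1A at 1.70 ± 0.17, TUBB2B at 1.09 ± 0.14, TUBB4B at 0.80 ± 0.06 and a median log2 fold change of 0.62 (0.61, 0.88 and 0.50 in libraries 1, 2 and 3, adjusted p = 5.9e-31), and reads shared among tubulins leave single members uncertain.

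Few genes changed under ALDOA_00 (128), against the glycolytic enzyme aldolase A, RAN_00 (76) and COX11_00 (65). Cell numbers differ between sgRNAs: with 10 cells per library these had 6, 4 and 1, and CDC23_00 and DBR1_00 5 each. CRYM, a thyroid hormone binding protein, rose by 1.41 ± 0.26 under ALDOA_00. RAN_00 raised 7 of 26 erythroid genes (9 adjusted over the list alone), with biliverdin reductase (BLVRB) at 0.41 ± 0.08 and a median log2 fold change of 0.18 (0.14, 0.29 and 0.08 in libraries 1, 2 and 3, adjusted p = 7.7e-09). COX11_00 lowered 5 of 26 erythroid genes (6 adjusted over the list alone), with KLF1 at −0.96 ± 0.11 and a median log2 fold change of −0.09 (−0.14, −0.12 and −0.08 in libraries 1, 2 and 3, adjusted p = 2.8e-08). Under COX11_03, which left 19.3% of COX11 against 18.9% under COX11_00, KLF1 was only at −0.34 ± 0.08. The size of the KLF1 fall is thus not tied to the COX11 level. The globin gene HBE1 went the other way under COX11_00, at 2.15 ± 0.37, with −0.73 to 3.32 without 1 library. When each control sgRNA was tested against the other 9, between 0 and 6 genes were called (409 to 619 at unadjusted p under 0.05). Without library 1, 2 or 3 the counts were 1459, 954 and 1686 for POLR2H_00, 228, 257 and 544 for GINS1_00, 641, 296 and 649 for DUT_00, 314, 335 and 731 for DBR1_00, 88, 134 and 122 for CDC23_00, 161, 57 and 268 for TUBB_00, 91, 17 and 77 for ALDOA_00, 28, 25 and 90 for RAN_00 and 14, 37 and 35 for COX11_00. With the library term left out, 159, 40, 30 and 14 genes were called for TUBB_00, ALDOA_00, RAN_00 and COX11_00, while DESeq2 called 112 for COX11_00 and 572 for DBR1_00, and 43 were called for RAN_00 without the filter on low counts.

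Stress and mitochondrial genes moved both ways across the 24 perfectly matched sgRNAs. Counts are sgRNAs for which the list passed (camera), and values after them are the lowest and highest median log2 fold change of a list. Genes of the ER unfolded protein response rose for 5 and fell for 10 (2 and 7 with an estimated correlation), between −0.46 under RPL9_00 and 2.56 under HSPA5_00. Those of the ATF4 response rose for 8 and fell for 9 (7 and 5 with an estimated correlation), between −0.57 under GATA1_00 and 1.45 under EIF2S1_00. Cytosolic heat shock genes rose for 3 and fell for 17 (1 and 15 with an estimated correlation), between −0.49 under GATA1_00 and 0.07 under CDC23_00. Mitochondrial chaperones and proteases rose for 2 and fell for 9 (2 and 5 with an estimated correlation), between −0.55 under GATA1_00 and 0.08 under COX11_00. Mitochondrially encoded transcripts rose for 4 and fell for 12 (2 and 9 with an estimated correlation), between −0.98 under RPL9_00 and 0.47 under POLR2H_00. Nuclear genes of oxidative phosphorylation rose for 3 and fell for 14 (none and 3 with an estimated correlation), between −0.19 under RPS18_00 and 0.12 under POLR1D_00. Glycolysis genes rose for 2 and fell for 17 (1 and 10 with an estimated correlation), between −0.35 under POLR2H_00 and 0.06 under ATP5E_00. For ATP5E_00 the cytosolic heat shock test pointed up (adjusted p = 0.027, and adjusted p = 0.12 with an estimated correlation) while the median, −0.00, did not.

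Genes of the ribosome and of protein turnover differed in direction from list to list. Large ribosomal subunit proteins rose for 11 and fell for 10 (5 and 7 with an estimated correlation), between −0.60 under RPS18_00 and 0.25 under BCR_00. Small subunit proteins rose for 10 and fell for 10 (3 and 6 with an estimated correlation), between −0.60 under RPS14_00 and 0.24 under HSPA9_00. Ribosome biogenesis genes, which depend on growth signals, rose for none and fell for 14 (none and 12 with an estimated correlation), between −0.64 under GATA1_00 and 0.03 under DBR1_00. SnoRNA host genes, whose spliced transcripts are degraded when translated, rose for 8 and fell for 4 (5 and 2 with an estimated correlation), between −0.52 under GATA1_00 and 0.60 under RPL9_00. Proteasome subunits rose for 6 and fell for 13 (1 and 5 with an estimated correlation), between −0.37 under POLR2H_00 and 0.17 under RPL9_00. RNA polymerase II subunits rose for none and fell for 11 (none and 9 with an estimated correlation), between −0.25 under BCR_00 and 0.06 under CAD_00. Lysosome and autophagy genes rose for 7 and fell for none (4 and none with an estimated correlation), between −0.08 under MTOR_00 and 0.27 under HSPA5_00.

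Genes of the cell cycle, of DNA building blocks and of sterol synthesis fell with most targets that moved them. S phase genes rose for 1 and fell for 12 (1 and 6 with an estimated correlation), between −0.56 under POLR2H_00 and 0.25 under CAD_00. G2 and M phase genes rose for 2 and fell for 14 (none and none with an estimated correlation), between −0.57 under GATA1_00 and 0.13 under RAN_00. Histone genes rose for 1 and fell for 10 (none and 2 with an estimated correlation), between −0.60 under POLR2H_00 and 0.10 under DBR1_00. Nucleotide synthesis genes rose for none and fell for 7 (none and 6 with an estimated correlation), between −0.54 under POLR2H_00 and 0.06 under RPS15_00. Cholesterol synthesis genes rose for 3 and fell for 11 (3 and 10 with an estimated correlation), between −0.82 under RPL9_00 and 0.37 under BCR_00. Tubulins rose for 3 and fell for 6 (1 and 5 with an estimated correlation), between −0.49 under RPS18_00 and 0.62 under TUBB_00. Target genes of p53, which K562 lacks in active form, rose for 2 and fell for none (1 and none with an estimated correlation), between −0.51 under GATA1_00 and 0.26 under POLR2H_00.

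Lineage and signalling genes separated the targets. Erythroid genes rose for 8 and fell for 8 (7 and 4 with an estimated correlation), between −1.02 under GATA1_00 and 1.64 under BCR_00. Myeloid genes rose for 5 and fell for none (2 and none with an estimated correlation), between −0.38 under BCR_00 and 1.51 under GATA1_00. MAPK and STAT5 response genes rose for 4 and fell for 2 (1 and 2 with an estimated correlation), between −0.57 under BCR_00 and 0.41 under EIF2S1_00. The interferon response, with 3 measured genes, passed for no sgRNA by camera (0 at unadjusted p under 0.05) and for 8 by fry, with medians from −0.24 under MTOR_00 to 0.34 under RPS14_00. No megakaryocyte gene was measured. The lymphoid list and the fibroblast and epithelial list had 1 measured member each. NKG7, of natural killer cells, was called up for 3 sgRNAs and down for none (edgeR, 3 at unadjusted p under 0.05). EPCAM, an epithelial adhesion gene, was called up for 2 and down for 3 (7 at unadjusted p under 0.05). Of 600 list tests 318 passed by camera with a preset correlation of 0.01, 179 with an estimated correlation and 394 by fry, which asks whether the members move one way on balance.

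Responses of mismatched sgRNAs were graded. The relative response, the slope of an sgRNA's log2 fold changes on those of the perfectly matched sgRNA of the same target, had a median of 0.376 over 99 mismatched sgRNAs of 24 targets, from −0.0125 to 0.955. It was under 0.2 for 28, from 0.2 to 0.8 for 68 and above 0.8 for 3, and 92 of the 99 lay above every control sgRNA on the same genes. By library the median was 0.418, 0.448 and 0.245. In several series named genes were graded as well: ALAS2 was at 1.42 ± 0.26 under BCR_15, 1.80 ± 0.28 under BCR_13, 2.31 ± 0.17 under BCR_05, 4.62 ± 0.16 under BCR_04 and 5.04 ± 0.13 under BCR_07. HBZ ran from 1.08 ± 0.13 to 4.18 ± 0.10 in the same series. DERL3 rose by 2.86 ± 0.14 under HSPA5_06 and by 4.44 ± 0.12 under HSPA5_08. HSPA9 sgRNAs raised DDIT4 by 1.83 ± 0.19, 2.90 ± 0.21, 3.16 ± 0.19 and 3.80 ± 0.15 at relative growth activities of 0.211, 0.377, 0.685 and 0.854. TYROBP rose by 4.01 ± 0.18 under GATA1_06, with 61.4% of GATA1 left, and by 5.44 ± 0.19 under GATA1_08, with 59.3% left. These near-equal means rest on library 3 (48.2% and 96.1%), and libraries 1 and 2 had 67.9% and 40.9%. RPL3 was at −0.33 ± 0.06, −0.62 ± 0.06, −0.96 ± 0.07 and −1.04 ± 0.07 under RPS18_04, RPS18_08, RPS18_02 and RPS18_01. Under EIF2S1_07, where EIF2S1 was at 94.4%, DDIT4 was at 0.13 ± 0.30 (adjusted p = 0.99). Other named genes were not graded. KLF1 was at −1.73 ± 0.18 under COX11_10 (relative activity 0.687), further from 0 than the −0.96 ± 0.11 under COX11_00, and HBZ at −1.31 ± 0.15 and −0.76 ± 0.11. Under COX11_03 (relative activity 0.946) KLF1 was at −0.34 ± 0.08 and HBZ, not called, at −0.22 ± 0.10. GTF3C6 was at −2.07 ± 0.14, −2.06 ± 0.15, −2.18 ± 0.13 and −2.23 ± 0.13 under CDC23_00, CDC23_02, CDC23_04 and CDC23_08, and at −0.03 ± 0.07 under CDC23_11. Counts of changed genes, which also depend on the number of cells, fell from 2959 and 1302 under GATA1_03 and GATA1_06 to 1 under GATA1_12. The size of these slopes depends on how they are computed, and a slope under 1 need not mean a weaker response. DUT_01, at a relative activity of 0.999 and with 18.5% of DUT left (19.7% under DUT_00), had 0.555. HSPA5_08, at a relative activity of 1.01, had 0.955. With genes and fold changes from 2 libraries and the slope in the library left out, the median was 0.287, with 43 under 0.2 and 2 above 0.8. Divided by the slope of the perfectly matched sgRNA in that library (0.0596 to 0.760 over targets), the median was 0.707, with 12 under 0.2, 44 from 0.2 to 0.8 and 43 above 0.8. With the 100 called genes of smallest p the median was 0.552.

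**Figure D4:**
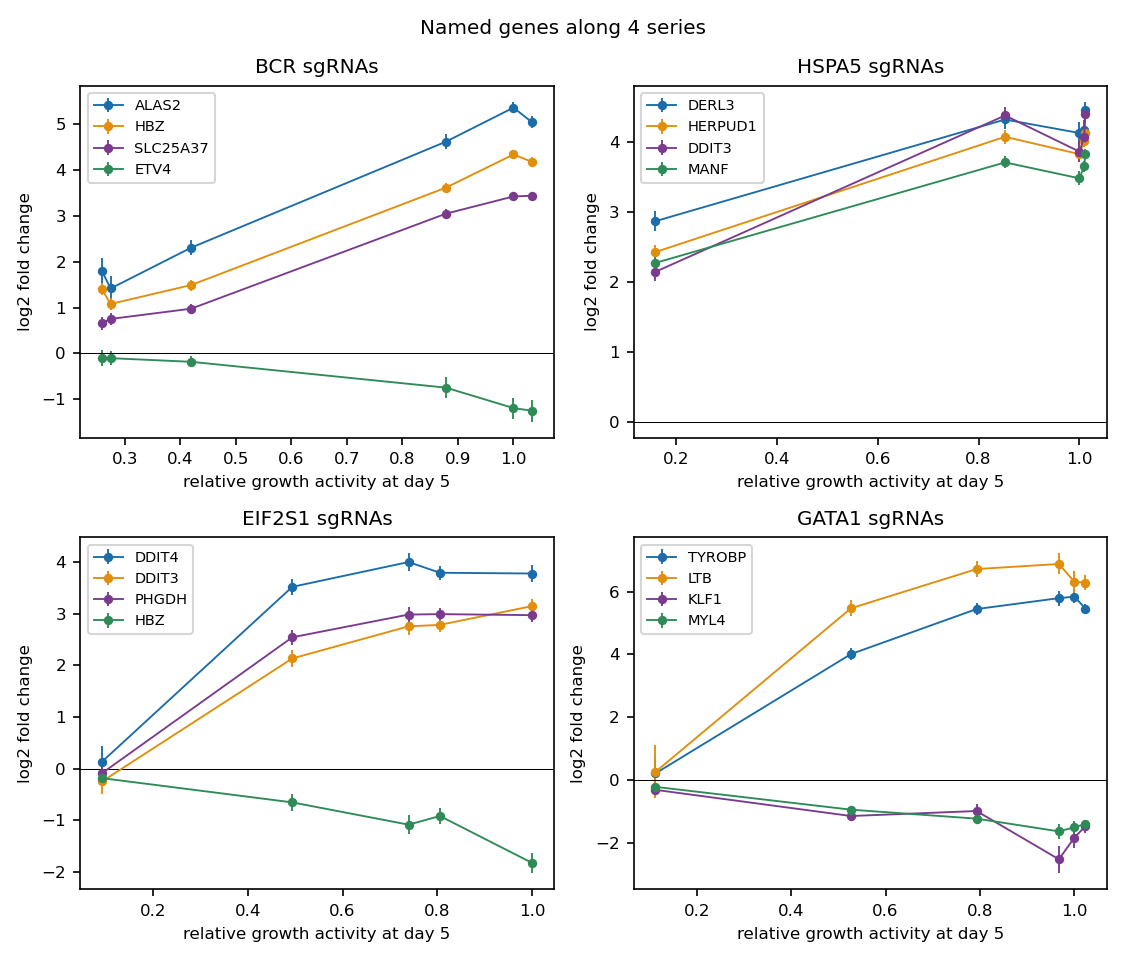
Log2 fold change against the control sgRNAs (vertical axis, bars are standard errors) of 4 named genes in each of 4 series, against the deposited relative growth activity of the sgRNA at day 5 (horizontal axis, 1 is the perfectly matched sgRNA). ALAS2 runs from 1.42 under BCR_15 to 5.36 under BCR_00.

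The size of the response followed growth and the target level. In 145 of 156 within-target pairs (92.9%) the sgRNA with the stronger growth phenotype had the larger relative response, and 91.7%, 90.4% and 89.7% did in libraries 1, 2 and 3. Target level and response were ordered alike in 133 of 156 pairs (85.3%), and in 78.1%, 75% and 77.6% by library. For both, permutation p = 1e-05, the smallest they can give (two-sided), and the difference between both shares was not tested. In the MTOR series, MTOR_06 left 11.8% of MTOR with a response of 0.426 ± 0.126 and MTOR_07 left 26.0% with 0.526 ± 0.135. MTOR_10 left 117% ± 13 with 0.139 ± 0.0607 and 336 changed genes.

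**Figure D5:**
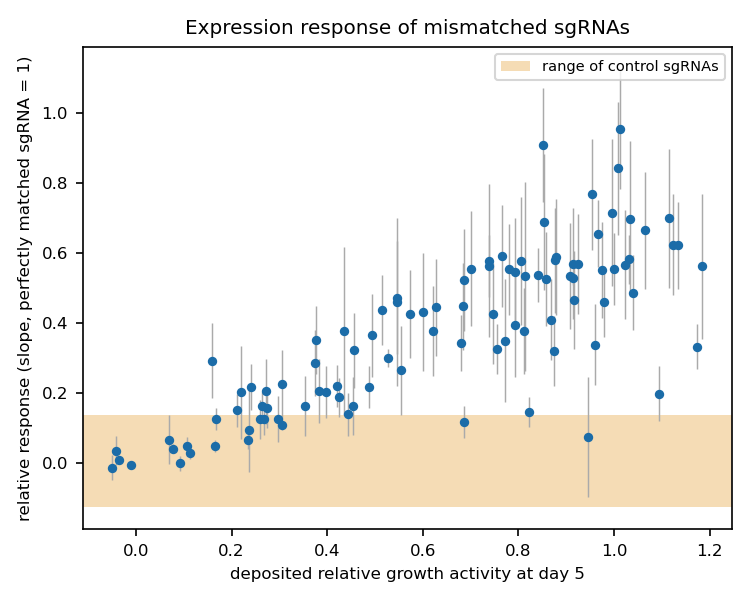
Relative response (vertical axis, slope on the perfectly matched sgRNA, bars are SDs over 3 libraries) against deposited relative growth activity at day 5 (horizontal axis) for the mismatched sgRNAs. Within targets, 92.9% of pairs are ordered alike by both measures.

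Responses of different targets resembled each other in many pairs. EIF2S1_00 and HSPA9_00 had the highest correlation across genes, 0.642 (covariance 0.130). Called against separate control sgRNAs, 694 genes rose under both, where independent lists would share 144, and 580 fell under both, against 104. EIF2S1_00 and HSPA5_00 reached 0.562, RPS14_00 and RPS18_00 0.555, RPL9_00 and RPS14_00 0.545, and BCR_00 and MTOR_00 0.423 (covariances 0.125, 0.0490, 0.0604 and 0.0464). DBR1_00 and POLR2H_00 had the lowest, −0.101. Of 276 pairs, 170 lay above the highest of 25 control pairs (0.0479) and 17 below the lowest (−0.0282), and the highest control covariance was 0.00120. Each sgRNA of a pair was compared with its own 5 control sgRNAs. With these parts exchanged 168 pairs lay above the controls, and genes are not independent replicates.

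RNA content per cell differed between targets. GATA1_00 cells had 40.4% ± 2.64 of the median UMIs of control cells and POLR2H_00 cells 42.7% ± 1.02. BCR_00 cells had 62.7% ± 1.51, EIF2S1_00 cells 82.2% ± 3.60 and RPS18_00 cells 84.9% ± 6.66. RPL9_00 cells had more, 120.2% ± 5.03, as did GINS1_00 cells, 116% ± 10.7. In the GATA1 series the ratio was 66.9% ± 9.81 under GATA1_06 and 101% ± 5.19 under GATA1_12, and in the POLR2H series 77.7% ± 2.15 under POLR2H_08 and 94.1% ± 5.33 under POLR2H_07. Of 127 sgRNAs 57 had fewer and 20 more UMIs per cell than controls (exact permutation test within libraries, two-sided, smallest exact p it allows 0.000751, adjusted p 0.0021). Means over cells gave 48 and 19.

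Cells of most intermediate sgRNAs varied less in the targeted UMI count than a computed mixture of control and perfectly matched cells. For 13 of 17 such sgRNAs, the variance of the targeted UMI count between cells was below that of a mixture of control cells and perfectly matched cells with the same mean in every library (14 in libraries 1 and 2 alone). The ratio was 0.224 ± 0.0743 for RPS14_08, 0.316 ± 0.0694 for RPL9_07 and 0.458 ± 0.0474 for HSPE1_14. The other 4 were POLR2H_07, at 1.40 ± 0.931, POLR2H_12, at 1.12 ± 0.159, ATP5E_14, at 1.09 in library 3, and HSPA9_08, at 1.11 in library 2. Cells were thinned to 21000 UMIs, and at 10500 UMIs 12 of 13 lay under 1. Cells with fewer than 21000 UMIs were left out, 205 of 2059 of these sgRNAs and 195 of 2110 of the controls. POLR2H_00 cells had 42.7% of the median UMIs of control cells. The mixtures for POLR2H_07 and POLR2H_12 therefore rest on the POLR2H_00 cells with the most UMIs. No p-value goes with these ratios. The perfectly matched cells were not uniform, which widens the mixture. For RPS14_00 in library 2, 32 of 49 cells lay under 20% of control and the highest at 121%. The control share of the mixture was small for some sgRNAs, such as ALDOA_14 (0.0755 and 0.0280 in libraries 2 and 3). There a ratio under 1 shows little more than less spread than among perfectly matched cells. For RPS14_08 the share was 0.574 to 0.627.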

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

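The tests of wrong sgRNA names, of the HSPA5 level in libraries 1 and 2, of HSPA5_00 cells by share of UMIs, of the number of MTOR UMIs, of POLE and of other splits of the sums were chosen only after the result was seen. Droplets called to hold more than 1 cell, which no comparison used, had medians of 34350.0, 40592.5 and 39614 UMIs in libraries 1, 2 and 3. That is 121%, 122% and 123% of the medians of single cells.

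Residual target levels were highest in library 3 for 114 of 127 sgRNAs, and those of library 3 followed those of library 2 along a line with an intercept of 40.4% and a slope of 0.543 over 75 sgRNAs. RNA of other cells of the pool in every droplet of library 3 may account for this: between control cells the variance of G2 and M phase genes beyond counting error was 0.354 of that in library 2 (95% bootstrap interval 0.272 to 0.409 over 24 genes), against 0.915 for library 1. Wrong sgRNA names would leave part of the cells fully repressed, but 0.719% of cells lay under 20% of control in library 3, against 72.0% in library 2. These shares are of the cells of ATP5E_00, HSPE1_00, RAN_00, RPL9_00, RPS14_00, RPS15_00 and RPS18_00 only. Depth or capture would leave fold changes of other genes whole, but their differences in library 3 were 0.663 of those in library 2. This is a median over perfectly matched sgRNAs, from 0.474 for RPS15_00 to 1.03 for GATA1_00. For GATA1_00 and CDC23_00 (0.953) the differences were about whole. Weaker repression is not the whole cause, since control cells differ as well (0.354), and whether it adds to it was not tested. No biological cause was tested, and no planned test told free RNA from exchanged barcodes. An equal amount of free RNA per droplet would raise the UMI ratio of cells with little RNA in library 3. Read after the values were seen, that ratio varied little over the 3 libraries. It was 40.4% ± 2.64 for GATA1_00, 38.3% ± 1.15 for GATA1_03, 42.7% ± 1.02 for POLR2H_00 and 42.3% ± 3.95 for POLR2H_11. For these cells, the values argue against such an equal amount.

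HSPA5 stayed at 66.3% under HSPA5_00 (42.9%, 58.9% and 96.9% in libraries 1, 2 and 3). Library 3 raises the pooled level but is not the whole cause: libraries 1 and 2 had a mean of 50.9% ± 11.3 (SD, n = 2), where this explanation needs under 25% and other targets had a median of 15.6% and at most 63.9%. Unperturbed cells are an unlikely cause: 8 of the 58 HSPA5_00 cells with at least 21000 UMIs (13.8%, exact 95% interval 6.15% to 25.4%) had ER unfolded protein response genes in the range of controls, and 9 of all 75 (interval 5.64% to 21.6%) by share of UMIs, below the 40% this explanation needs. A candidate explanation is induction of HSPA5 together with the genes of that response, since HSPA5 rose in 2 of the 4 other perfectly matched sgRNAs with a risen list, EIF2S1_00 (1.35 ± 0.10) and HSPA9_00 (0.96 ± 0.11). With an estimated correlation the list rose for 2 perfectly matched sgRNAs in all, against 5. The mismatched sgRNAs do not settle the question. HSPA5_01 left 37.6% ± 17.8 of HSPA5 with a relative response of 0.908, so a response about as strong went with a lower mean level. HSPA5_04 and HSPA5_08 left 57.2% ± 22.5 and 58.0% ± 24.2 with 0.842 and 0.955, and HSPA5_06 left 77.1% ± 15.5 with 0.293. Transcription from the HSPA5 promoter was not measured here.

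MTOR_10 (G19A) changed 336 genes while MTOR stayed at 117%, with 94 UMIs against 80.2 and an exact Poisson interval from 94.7% to 143%, so too few UMIs is not the cause. Its relative response of 0.139 lay above every control (highest 0.0195) in every library, which by the test written before would speak for MTOR repression. That test was wrongly chosen, because the MTOR_10 profile correlated more with CAD_00 (0.237), DUT_00 (0.229), GINS1_00 (0.216) and BCR_00 (0.196) than with MTOR_00 (0.144). UMIs per cell differed in direction too. MTOR_10 cells had 109.5% ± 0.48 of the median of control cells, while MTOR_00, MTOR_05, MTOR_06 and MTOR_07 cells had fewer than controls, 90.9% to 95.3%. The question stays open. Sites resembling the sgRNA in genes that fell under a single sgRNA had a median percentile of 74.2, which leaves that open too. A candidate explanation is repression of POLE, the catalytic subunit of DNA polymerase epsilon, which fell by 1.60 ± 0.21 and has a site matching positions 11 to 20 in full, as 0.180% of tested genes do, but with 9 mismatches at positions 2 to 20 and a percentile of 89.98, under the 95 needed in the test of sites.

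The genes changed by each perfectly matched sgRNA were compared with 24 other splits of the same sums, drawn at random with 1 sum per library, in a scheme of 25 splits chosen after a scheme of 11 had run. These fits held the perfectly matched sgRNA and the controls without the mismatched sgRNAs, so counts of the real split differ from those of the main fit. For all 24 sgRNAs only the real split gave as many genes (value 1 of 25). The largest counts of other splits, against the real ones, were 958 against 1799 for MTOR_00, 764 against 1464 for POLR1D_00, 652 against 2269 for RPS14_00, 150 against 1991 for HSPA9_00, 127 against 279 for TUBB_00 and 69 against 1238 for GATA1_00. Those of the rest were 11 against 152 for ALDOA_00, 6 against 284 for ATP5E_00, 1 against 2597 for BCR_00, 4 against 1991 for CAD_00, 3 against 242 for CDC23_00, 3 against 69 for COX11_00, 7 against 884 for DBR1_00, 5 against 905 for DUT_00 and 1 against 2532 for EIF2S1_00. They were also 4 against 583 for GINS1_00, 1 against 1782 for HSPA5_00, 4 against 720 for HSPE1_00, 3 against 2066 for POLR2H_00, 5 against 79 for RAN_00, 3 against 3527 for RPL9_00, 1 against 1043 for RPS15_00, 4 against 1357 for RPS18_00 and 2 against 1867 for SEC61A1_00. Splits without the sums of the sgRNA gave at most 6. Every other split left at least 1 sum of the sgRNA in the comparison group, where it adds spread and lowers the count. The first place of the real split was therefore likely in advance and is weak evidence by itself.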

How the results depend on the processing

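The 20-cell and held-out alternatives were chosen only after the result was seen. Of 1253 target fold changes under alternatives 1224 stayed on their side of the threshold, 14 were weaker, 10 stronger and 5 reversed. Residual levels moved with the libraries: without library 3, 16 of 24 perfectly matched and 43 of 103 mismatched sgRNAs had a level lower by over 1.5 times. Reversed were targets with levels near control: with 10 cells per sgRNA and library EIF2S1_07 (0.0610), GATA1_12 (0.00868) and MTOR_10 (−0.19), with 20 cells ALDOA_13 (−0.0480), and without 1 library EIF2S1_07 (−0.21 to 0.00350). Between 114 and 119 sgRNAs lowered their target without 1 library. Intermediate sgRNAs ranged from 14 to 38 without 1 library and came to 41 with UMIs summed over the libraries, a sum without the spread between libraries.

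Counts of changed genes follow the number of cells and libraries. With 10 cells per sgRNA and library, those that moved by over 1.5 times were 6 for ALDOA_00, 11 for ATP5E_00, 668 for BCR_00, 402 for CAD_00, 5 for CDC23_00, 1 for COX11_00, 5 for DBR1_00, 12 for DUT_00, 896 for EIF2S1_00, 142 for GINS1_00, 659 for HSPA5_00, 886 for HSPA9_00, 126 for HSPE1_00, 227 for MTOR_00, 229 for POLR1D_00, 742 for POLR2H_00, 4 for RAN_00, 1294 for RPL9_00, 509 for RPS14_00, 306 for RPS15_00, 449 for RPS18_00, 153 for SEC61A1_00 and 75 for TUBB_00, and GATA1_00 had 813. With 20 cells, those that moved as much were 23 for ALDOA_00, 51 for ATP5E_00, 1308 for BCR_00, 1054 for CAD_00, 56 for CDC23_00, 7 for COX11_00, 59 for DBR1_00, 179 for DUT_00, 1621 for EIF2S1_00, 153 for HSPE1_00, 362 for MTOR_00, 493 for POLR1D_00, 8 for RAN_00, 2044 for RPL9_00, 777 for RPS14_00, 587 for RPS15_00, 650 for RPS18_00, 644 for SEC61A1_00 and 94 for TUBB_00, while HSPA5_00 had 1286 and HSPA9_00 1423, and GATA1_00, GINS1_00 and POLR2H_00 had too few cells. The median over perfectly matched sgRNAs was 228 and 493, and over all sgRNAs 45 and 88.5. Fewer cells leave fewer UMIs, and at equal cell numbers sums still differ by UMIs per cell, over perfectly matched sgRNAs from 40.4% of control (GATA1_00) to 120.2% (RPL9_00).

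Without 1 library the lowest and highest counts were 17 to 91 for ALDOA_00, 107 to 231 for ATP5E_00, 1778 to 2216 for BCR_00, 1255 to 1715 for CAD_00, 88 to 134 for CDC23_00, 14 to 37 for COX11_00, 314 to 731 for DBR1_00, 296 to 649 for DUT_00, 1541 to 2283 for EIF2S1_00, 675 to 863 for GATA1_00, 228 to 544 for GINS1_00 and 983 to 1500 for HSPA5_00. They were 1125 to 1946 for HSPA9_00, 370 to 580 for HSPE1_00, 1074 to 1508 for MTOR_00, 756 to 1339 for POLR1D_00, 954 to 1686 for POLR2H_00, 25 to 90 for RAN_00, 2218 to 3040 for RPL9_00, 1278 to 1990 for RPS14_00, 571 to 981 for RPS15_00, 620 to 1213 for RPS18_00, 963 to 1643 for SEC61A1_00 and 57 to 268 for TUBB_00. The medians were 714.5 to 1097 over perfectly matched sgRNAs and 177 to 376 over all. Each such fit keeps 2 libraries, so fewer samples are the cause in part. DESeq2 called 112 genes for COX11_00 and 572 for DBR1_00, and without the filter on low counts 43 were called for RAN_00. The cause was not tested. Of 237 counts of perfectly matched sgRNAs 148 stayed within 1.5 times the main count, and of 1016 of mismatched sgRNAs 586 did.

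Leaving out the replicate block, that is the pairing of sums by library, gave 40 for ALDOA_00, 159 for ATP5E_00, 14 for COX11_00, 30 for RAN_00 and 159 for TUBB_00, and the cause was not tested. Among the values computed without it, it changed no other call than these counts, 37 of 103 counts of mismatched sgRNAs, 11 of 318 passing lists, the median over all sgRNAs (297 against 394), intermediate sgRNAs (17 against 19) and the calls of single genes counted next. As with the block, 117 sgRNAs lowered their target. Relative responses were not computed without it.

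Of 12555 values of named genes under alternatives 10481 stayed, 2054 were weaker and 20 reversed. Reversed with 10 cells were STARD4 (BCR_00, −0.17), DTL (CAD_00, −0.0476), CKS2 (CDC23_00, −0.13), TNFSF10 (CDC23_00, −0.0757), HBE1 (COX11_00, −2.02), SAT1 (COX11_00, −0.52), ATP5F1 (DBR1_00, −0.00524), PSMC1 (DBR1_00, −0.16), TUBB6 (DBR1_00, 0.14), HIST1H2AC (DUT_00, 0.0673), PSMA4 (DUT_00, 0.0266), POLR1C (HSPA5_00, 0.18), CHAF1B (MTOR_00, 0.19), HBA2 (POLR1D_00, −0.0316), HSPA1B (POLR1D_00, 0.0394), EGR1 (SEC61A1_00, −0.13) and HBE1 (TUBB_00, −0.0405). Reversed with 20 cells were GFI1B (HSPE1_00, 0.0737) and CHORDC1 (MTOR_00, 0.0608), and HBE1 at COX11_00 ran from −0.73 to 3.32 without 1 library. Few UMIs are left in these cases, and the cause was not tested further. Of 1590 list results 1364 stayed, 222 were weaker and 4 reversed without 1 library: large ribosomal subunit proteins at TUBB_00 (−0.0523 to 0.00591) and at ATP5E_00 (−0.00507 to 0.0296), small ribosomal subunit proteins at TUBB_00 (−0.0366 to 0.00262) and G2 and M phase genes at HSPE1_00 (−0.14 to 0.0221). Passing lists were 296 to 317 without 1 library and 179 with an estimated correlation, which takes the co-variation of members as it is found.

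The median relative response was 0.329 to 0.433 without 1 library, 0.287 when genes and slopes came from different libraries, 0.707 when these slopes were divided by that of the perfectly matched sgRNA in the same library, and 0.552 with the 100 genes of smallest p. Without 1 library, 80.1% to 82.8% of pairs were ordered alike for level and growth and 80.1% to 84.6% for level and response. The shares were 91.7% for growth and response and 76.0% to 77.9% for mismatch position. With sgRNAs of at least 20 cells per library they were 82.1% (level and growth), 80.7% (level and response) and 91.2% (growth and response). UMIs per cell were lower for 43 to 47 and higher for 13 to 21 sgRNAs without 1 library. Less spread than a mixture was then found for 13 to 14 sgRNAs. Means over cells gave 48 lower and 19 higher, and at a thinned depth of 10500 UMIs 12 of 13 had less spread. The median log2 fold change of all genes under a perfectly matched sgRNA was furthest from 0 at −0.30 (GATA1_00 without the filter on low counts) and −0.10 (GATA1_00 without library 3), against −0.05 for the same sgRNA with all libraries and genes.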

Other observations

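The tests on genes that fell under a single sgRNA were chosen only after the result was seen. Many targets moved the same genes. MALAT1, a nuclear long noncoding RNA, rose under 19 of 24 perfectly matched sgRNAs, by a mean of 0.34 (0.12 to 0.82). SERPINF1, which encodes a secreted protein, and TXNIP, a glucose-responsive inhibitor of thioredoxin, rose under 17 each, by a mean of 0.95 (0.44 to 2.31) and a mean of 0.92 (0.33 to 1.85), and BTG1, an antiproliferative gene, rose under 17, by a mean of 0.50 (0.19 to 1.65). TRAPPC6A rose under 14, and YPEL5, UBE2L6, ORAI3, TSC22D1 and PSAP under 13 each. Opposite calls occurred for TXNIP and TSC22D1 (1 sgRNA each) and BTG1 (2). ATP5G3, a subunit of the mitochondrial ATP synthase, fell under 20, by a mean of −0.32 (−0.65 to −0.11). FABP5, PTMA, SRSF2 and HNRNPA2B1 fell under 19 each, with means of −0.55, −0.48, −0.34 and −0.27. HSPE1, NME1, SNRPG, H2AFZ and RANBP1 fell under 18 each, and PTMA, HNRNPA2B1 and NME1 had 1 opposite call each. The counts take the sgRNAs as they are, and targets with related responses count separately.

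BCR_00 targets the promoter that also drives the fusion transcript, and ABL1, whose end that transcript carries, was at 62.1% ± 21.5 of control. Under single sgRNAs of a series 36 genes had a log2 fold change below −1 while staying above −0.35 under every other sgRNA of that series, in 22 of 127 sgRNAs. Examples are BAX, a p53 target that drives apoptosis, under GNB2L1_13 (−1.79 ± 0.12), EID1 under COX11_04 (−1.29 ± 0.08), MAPKAPK3 under GNB2L1_07 (−1.27 ± 0.17) and C11orf57 under MTOR_00 (−1.74 ± 0.12). Of 35 that could be searched, 10 have a site with an NGG that matches positions 11 to 20 of the sgRNA in full within the first 500 transcript bases, with 3 to 9 mismatches at positions 2 to 20, where 0.0957 are expected by chance (p = 1e-05 from 100000 binomial draws, the smallest they can give). The others are RENBP and RGS19 under GNB2L1_07, FAIM, PCGF2 and UBL4A under GNB2L1_13, and POLE under MTOR_10. Repression at such sites may be a cause of these falls, and the share of genes with a full match was 0.180% for MTOR_10. Genes that fell under several sgRNAs of a series, such as GTF3C6 in the CDC23 series, were outside this search.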
